A study of Danio rerio with 75 samples. Its data were reported in "Transcriptomic alterations during ageing reflect the shift from cancer to degenerative diseases in the elderly" (2018).

How the data were processed

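RNA sequencing of brain, liver and skin of male zebrafish of the TüAB strain was analysed, from fish that were sampled around noon or in the early afternoon according to the study's methods. Per the methods, libraries were made with TruSeq RNA kits and sequenced as single-end reads on HiSeq instruments. Reads were extracted with CASAVA (1.8.0 in the submitters' processing notes) and mapped with TopHat 2.0.6 to the zebrafish genome build Zv9. Reads were assigned to genes with HTSeq or featureCounts, with no HTSeq version given in the submitters' processing notes. The deposited tables hold whole-number counts per gene, which the authors made with these tools and did not normalise. The deposited RPKM values were computed by the authors from those counts. The length of a gene that they imply was the same in all grouped libraries, to a relative deviation of at most 6.8e-14. It was not compared with annotated lengths. The study excluded outliers and, in later steps, genes with an RPKM of 0 in a sample. The kit as named does not mark strand, so that reads of overlapping or antisense genes, and of near-identical copies, are uncertain.

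The tables have 32677 rows, of which 351 had a blank symbol and were kept under their gene ID, and 21028 IDs were found in the reference name table. Groups of tissue and age were taken from the sample labels, which gave 73 grouped libraries in 15 groups from 40 fish or pools, with 25 libraries of brain, 23 of liver and 25 of skin. A further 2 libraries had labels that name both skin and liver and were put in no group. No pair of libraries was identical. The lowest correlation between libraries of a tissue was 0.967 in brain, 0.771 in liver and 0.949 in skin.

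Counts were tested per tissue with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM factors, robust quasi-likelihood fit), 2-sided and with Benjamini-Hochberg adjustment at 0.05, with age as a factor of 5 levels so that all ages share the estimate of the spread. Old against young was the mean of the 36 and 42 month coefficients minus 6 months. Straight lines over age, each age against 6 months and the difference between tissues (an interaction contrast over all 73 libraries) were tested in the same way. Among the grouped libraries the listed reporter line is fixed within an age and could not be a covariate.

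Before the data were examined 48 gene lists were fixed, of 1559 symbols, of which 1404 were found. A list was tested where at least 5 of its genes passed the filter, with camera of limma 3.58.1 on voom values at a preset correlation of 0.01, adjusted over the lists of the tissue. No list call in any tissue held with an estimated correlation, and the self-contained test fry held 13 in brain, 0 in liver and 7 in skin. Process activity was modelled on the study's measure, but without its quantile normalisation across samples and with a permutation test in place of its analysis of variance. Here it is the summed RPKM of a list, ranked within the tissue and scaled from 0 to 1, with an exact permutation test, 2-sided (SciPy 1.17.1, pandas 2.3.3, Python 3.11.15).

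The genes named were chosen by a rule fixed before the data were examined. In each tissue it takes the 8 highest and 8 lowest fold changes of old against young among called genes with an official symbol, a mean log2 CPM of at least 1 and no overlap between groups, the 2 members with the smallest p of each list that passed, the genes whose promoters drive the reporters, and for 24 months the 4 highest and 4 lowest. Markers of the tissues were added, with apoa1a in place of apoa1b, which was not found.

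Tests were checked on simulated counts with 200 changed genes. Of genes changed 2-fold 62.7% were recovered in brain of 23028 genes, 0% in liver of 21045 and 61.2% in skin of 22429, and of those changed 4-fold 87.9%, 25.8% and 87.9%. Samples of 1 fish deviated together from their group means, with a median r of 0.150 over 43 pairs, against -0.018 over 312 pairs of other fish of the same age. The pairing comes from the fish named in the labels, and a block for the fish was fitted as an alternative.

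Alternatives fixed beforehand were RLE size factors, no filter, the study's filter, DESeq2 1.42.0, limma voom, a fit of 6, 36 and 42 months only, a linear trend, other list tests, other activity measures and leaving out each library. The study applied its filter over each organism. What is called the study's filter here was applied within each tissue, so it is not the same filter. Added after the data were seen were the comparison of 42 with 36 months, liver without the 9 libraries above 2000 CPM of intestine genes, and scores of intestine in liver and of muscle in skin as covariates.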

Results

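The series holds RNA sequencing of brain, liver and skin of zebrafish (Danio rerio), a vertebrate used as a model organism of ageing, at 5 ages. The younger fish were of 6 and 12 months, and the others of 24, 36 and 42 months. Each age and tissue had 5 libraries, except liver at 6 and at 12 months with 4 each, which gave 73 grouped libraries. Brain, liver and skin were often taken from the same fish. Each brain library of 6 months was a pool of 2 fish. The total count per library was 29006611 to 44324353 in brain, 31306947 to 58166358 in liver and 32925263 to 48935972 in skin. In the grouped libraries the fish of 6 and 24 months carried no listed transgene, while those of 12, 36 and 42 months came from 3 different reporter lines. These were Tg(flk:mCherry), Tg(pu.1:GFP) and Tg(wt1a:GFP), in this order. The fish of skin 6 months replicate 3 and brain 12 months replicate 5 also gave to the 2 libraries put in no group, which are labelled Tg(wt1a:GFP). For these fish the labels conflict. By the labels of the grouped libraries, only the comparison of 24 with 6 months was thus free of a change of line. In brain, however, every comparison with 6 months also sets pools of 2 fish against single fish. There pooling cannot be told apart from age, and levels of pools may vary less than those of single fish. Libraries of 36 and 42 months together are called old, and those of 6 months young. Fold changes are on the log2 scale with their standard error (SE). Adjusted p-values are from the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment. Levels are counts-per-million (CPM) after TMM normalisation.

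The first question was how the brain of old fish differs from that of young fish. Lists of macrophage and of antigen presentation genes were higher in old brain, calls that were lost with an estimated correlation (adjusted p = 0.461 and adjusted p = 0.494). The class II antigen presentation gene mhc2dab (ENSDARG00000079105) rose 10.4-fold, from 5.27 ± 1.13 CPM (SD, n = 5) to 55 ± 43 CPM (SD, n = 10). All 10 old libraries lay above all young ones, which the rule for the highest and lowest fold changes requires. The list of the extracellular matrix was lower (adjusted p = 0.461 with an estimated correlation). The matrilin gene matn4 (ENSDARG00000015947) fell from 58.8 ± 19 to 15.3 ± 6.85 CPM, as did hapln1a, which encodes a link protein of hyaluronan and proteoglycan. Of 34 genes of the circadian clock 15 were higher and 13 lower. The clock repressor gene nr1d1 (ENSDARG00000033160) stood at 26.3 ± 9.91 CPM in young and 196 ± 144 CPM in old brain, with 332 ± 14.2 CPM at 36 months and 60 ± 11 CPM at 42 months. Time of sampling was not tested as a source of these differences in clock genes.

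Of 23028 genes tested in brain, 4507 differed between old and young, 2066 higher and 2441 lower in old fish, and 1024 of them by at least 2-fold. Among genes named by the fixed rule, high rises were those of lgals3bpa (2.51, SE 0.41, adjusted p = 3.0e-04), the cytoskeletal adaptor pstpip1a (4.01-fold, adjusted p = 1.1e-05) and the period gene per1a (1.71, SE 0.20, adjusted p = 6.2e-06). Others were a gene named cxcr3.1 after a chemokine receptor (1.68, SE 0.31, adjusted p = 8.0e-04), the D-box binding factor dbpb (1.47, SE 0.13, adjusted p = 8.4e-08) and the cytokine signalling inhibitor socs1 (1.43, SE 0.28, adjusted p = 0.00142). Deep falls among them were those of gngt1, cga and pde6h. The rod transducin gene gngt1 fell by 5.05 (SE 0.68), from 12.6 ± 11.7 to 0.377 ± 0.232 CPM. The cone phosphodiesterase gene pde6h fell by 3.54 (SE 0.50) and cga, the alpha subunit of the pituitary glycoprotein hormones, fell by 3.64 (SE 0.57). In the young libraries cga stood at 42.4 ± 69.4 CPM, an SD above the mean, and without 1 library the fall of cga was 1.79 at the least. How much pituitary or photoreceptor tissue the brain pieces held was not tested. Further falls were those of prom2 (fell by 2.65, SE 0.40, and by 1.93 at the least without 1 library), from 41.9 ± 43.8 CPM in young brain, of nt5c2l1 (fell by 1.57, SE 0.36) and rpe65c, related to a retinal pigment epithelium gene (fell by 1.36, SE 0.26). For 795 of the called genes no old library overlapped with a young one. Over all genes tested this held for 826 (3.6%), against 0.067% by chance. Without 6 months replicate 5 the genes old vs young, brain, numbered 2967.

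Of the 36 gene lists fixed before the data were examined, 19 passed the competitive list test (camera) in brain. Members counted as higher or lower, or as passing alone, are those with an adjusted p under 0.05 over all genes tested. Among lists that were higher in old fish, lysosome and glycan degradation had 17 of 49 genes higher and 0 lower (adjusted p = 6.0e-07, and adjusted p = 0.43 with an estimated correlation), among them cln3 (0.57) and the acid ceramidase gene asah1a (0.58). Markers of macrophages and microglia had 13 of 27 genes higher and 0 lower (adjusted p = 1.2e-05, and adjusted p = 0.461 with an estimated correlation), with slc7a7 at 0.68 and the microglial transcription factor irf8 at 1.04. Antigen presentation had 9 of 24 higher and 0 lower (adjusted p = 1.2e-05, and adjusted p = 0.494 with an estimated correlation), led by the class II transactivator gene ciita (1.02) and by BX324231.1 (0.63), described as similar to an antigen peptide transporter. The inflammatory cytokine and NF-kB list had 9 of 36 higher and 0 lower (adjusted p = 8.1e-04, and adjusted p = 0.461 with an estimated correlation), with junba at 1.13 and relb at 0.29. The interferon response had 6 of 26 higher and 0 lower (adjusted p = 0.00327, and adjusted p = 0.782 with an estimated correlation), with mxc at 1.59 and irf9 at 0.76. Neutrophil markers had 2 of 17 higher, ncf4 at 0.51 and adam8a at 1.03 (adjusted p = 0.00729, and adjusted p = 0.461 with an estimated correlation). The gene adam8a lost its call without 6 months replicate 3 (adjusted p = 0.0702). In the cytosolic heat shock list 8 of 28 genes were higher and 1 was lower (adjusted p = 2.3e-04, and adjusted p = 0.461 with an estimated correlation), with hsp70.3 at 1.51 and the heat shock factor hsf2 at 1.37. The DNA repair list had 11 of 32 higher and 2 lower (adjusted p = 4.6e-04, and adjusted p = 0.461 with an estimated correlation), with ddb2 at 1.11 and apex1 at -0.42. For the mitochondrially encoded genes the test gave a higher level (adjusted p = 0.0155, and adjusted p = 0.782 with an estimated correlation) with a median of 0.24, although 0 of 13 genes passed alone. It did not pass without 6 months replicate 5 (adjusted p = 0.0799).

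Lists that were lower in old brain covered the extracellular matrix, neurons and sterol synthesis. The extracellular matrix list had 22 of 49 genes lower and 1 higher (adjusted p = 2.1e-06, and adjusted p = 0.461 with an estimated correlation), among them the basement membrane collagens col4a1 (-0.88) and col4a2 (-0.69). Synapse and mature neuron genes were lower in 14 of 55 and higher in 0 (adjusted p = 5.2e-05, and adjusted p = 0.461 with an estimated correlation), with the NMDA receptor subunit gene grin1a at -0.33 and gad2, which makes the transmitter GABA, at -0.36. Cholesterol synthesis had 7 of 22 lower and 1 higher (adjusted p = 7.2e-04, and adjusted p = 0.494 with an estimated correlation), with hmgcs1 at -0.83 and the regulator srebf2 at -0.61. The IGF and growth hormone list had 7 of 27 lower and 1 higher (adjusted p = 0.00327, and adjusted p = 0.461 with an estimated correlation), with igfbp3 at -0.58 and foxo3b at -0.43. Newborn neuron genes had 7 of 31 lower and 3 higher (adjusted p = 0.0354, and adjusted p = 0.494 with an estimated correlation), with tubb5 at -0.87 and tmsb at -0.73. Radial glia and astroglia genes had 5 of 27 lower and 0 higher (adjusted p = 0.0226, and adjusted p = 0.461 with an estimated correlation), with her15.1 at -0.76 and glulb at -0.65. Cell cycle and DNA replication had 7 of 43 lower and 3 higher (adjusted p = 0.0483, and adjusted p = 0.782 with an estimated correlation), with the cyclin gene ccnb1 at -1.12 and rrm2 at -0.69. This list was lower at 42 months (median -0.52, adjusted p = 1.9e-09) and had a median of 0.08 at 36 months (adjusted p = 0.241). The nuclear encoded respiratory chain had 3 of 71 lower (adjusted p = 0.0023, and adjusted p = 0.782 with an estimated correlation), with cox7c at -0.54 and atp5a1 at -0.26. The citric acid cycle had 3 of 26 lower and 1 higher (adjusted p = 0.0479, and adjusted p = 0.782 with an estimated correlation), with idh1 at -0.52 and dlat at -0.22. Skeletal muscle genes were lower in 6 of 40 (adjusted p = 0.013, and adjusted p = 0.782 with an estimated correlation), with the myosins myhz1.1 at -3.81 and myhz1.2 at -3.04, which lost their calls without 6 months replicate 2 (adjusted p = 0.121 and 0.193). The summed level of muscle genes reached 2165 CPM in 6 months replicate 2, against 556 CPM in the next young library. Of 1056 list genes in brain, 249 passed over all genes tested and 267 when adjusted over these 1056 genes. Among 60 splits of the same libraries into groups of these sizes, 14 gave at least as many lists as the real one. Without 6 months replicate 2 the lists of the respiratory chain (adjusted p = 0.0827), radial glia (adjusted p = 0.0682) and skeletal muscle (adjusted p = 0.639) did not pass. Newborn neurons did not without 6 months replicate 3 (adjusted p = 0.123), and cell cycle and citric acid cycle lost their calls without any 1 of 8 and 9 libraries (adjusted p up to 0.0904 and 0.209) and with RLE factors (adjusted p = 0.0509 and 0.055). Macrophage markers, antigen presentation, interferon response, neutrophil markers, cholesterol synthesis and the respiratory chain passed at 42 but not at 36 months (adjusted p at 36 months = 0.0644, 0.19, 0.241, 0.342, 0.4 and 0.687). So did mitochondrially encoded genes, radial glia, newborn neurons and skeletal muscle (adjusted p at 36 months = 0.389, 0.289, 0.663 and 0.389), and the citric acid cycle passed at neither age (adjusted p = 0.149 and 0.0756). Heat shock and the IGF list passed at 36 but not at 42 months (adjusted p at 42 months = 0.408 and 0.302). Without 1 young library the calls of atp5a1 (adjusted p = 0.178), dlat (adjusted p = 0.122) and glulb (adjusted p = 0.0683) were lost.

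**Figure D1:**
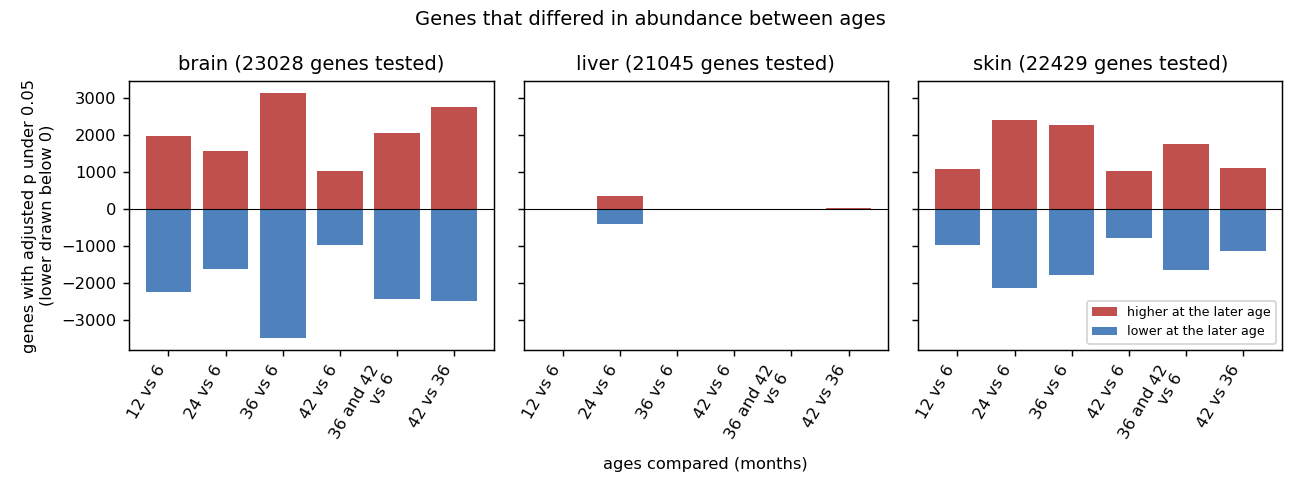
Number of genes (y axis) that passed an adjusted p of 0.05 in each comparison of ages (x axis, months), for brain, liver and skin, with genes higher at the later age drawn above 0 and lower ones below. Old against young gave 4507 genes in brain, 40 in liver and 3392 in skin.

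In skin the inflammatory cytokine and NF-kB list was higher in old fish and the nuclear encoded respiratory chain lower, calls that were lost with an estimated correlation (adjusted p = 0.296 and adjusted p = 0.456). The immediate early gene fosb (ENSDARG00000055751) rose from 35 ± 30 CPM (SD, n = 5) in young to 595 ± 330 CPM (SD, n = 10) in old skin. The matrix metalloproteinase gene mmp9 (ENSDARG00000042816) rose 5.38-fold, from 27.8 ± 7.61 to 171 ± 220 CPM. In 42 months replicates 1 and 5 it stood at 752 and 332 CPM and in the other old libraries at 47.3 to 123 CPM, and neutrophil markers summed to 1812 and 1066 CPM in these 2 against at most 566 CPM in the other old ones. The glycolytic gene gapdh (ENSDARG00000043457) fell by 1.79 (SE 0.39). All 10 old libraries lay above all young ones for fosb and mmp9 and below them for gapdh. The rule for the highest and lowest fold changes requires such a separation, so it is no further evidence.

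Of 22429 genes tested in skin, 3392 differed, 1751 higher and 1641 lower in old fish, and 1367 of them by at least 2-fold. High rises were those of cyp26a1 (3.34, SE 0.51, adjusted p = 3.5e-04) and cyp26c1 (2.26, SE 0.33, adjusted p = 2.5e-04), which encode enzymes that degrade retinoic acid. Others were those of plaua, a urokinase plasminogen activator (3.21, SE 0.52, adjusted p = 5.2e-04), of the receptor gene gpr84 (3.11, SE 0.65, adjusted p = 0.00321), of fosl1a (2.48, SE 0.51, adjusted p = 0.00304) and of the phosphatase gene dusp2 (2.38, SE 0.52, adjusted p = 0.00431). Deep falls were those of the carbonic anhydrase gene ca15c (fell by 6.16, SE 0.80, and by 4.53 at the least without 1 library) and of irg1l (fell by 5.69, SE 0.95, and by 4.06), whose young libraries varied widely, with 18.6 ± 28.5 and 797 ± 1220 CPM. The RNA binding protein gene igf2bp3 fell by 2.39 (SE 0.20, adjusted p = 5.3e-07), from 12.5 ± 3.12 to 2.39 ± 0.668 CPM. The interferon regulatory factor gene irf1a fell by 2.48 (SE 0.45), tmem41ab by 2.16 (SE 0.43) and lgi3 by 1.76 (SE 0.34). For 483 of the called genes old and young libraries did not overlap. Over all genes tested this held for 498 (2.2%), against 0.067% by chance. Without 6 months replicate 4 or 5 the genes old vs young, skin, numbered 2120 or 2013.

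Of 37 lists, 18 passed the list test in skin. The inflammatory cytokine and NF-kB list had 19 of 39 genes higher and 1 lower (adjusted p = 2.1e-09, and adjusted p = 0.296 with an estimated correlation), among them the feedback inhibitor socs3a (2.07) and the transcription factor cebpb (1.66). Neutrophil markers had 7 of 19 higher and 0 lower (adjusted p = 5.8e-04, and adjusted p = 0.678 with an estimated correlation), led by timp2b (2.15) and adam8a (1.71). Macrophage markers had 7 of 27 higher and 0 lower (adjusted p = 0.00829, and adjusted p = 0.784 with an estimated correlation), with the scavenger receptor gene marco at 1.25 and c1qb at 0.85. The p53 and senescence list had 6 of 24 higher and 1 lower (adjusted p = 0.00829, and adjusted p = 0.296 with an estimated correlation), with cdkn1a, an inhibitor of the cell cycle, at 2.95 and phlda3 at 0.78. Keratinocyte genes were higher in 8 of 39 (adjusted p = 0.00644, and adjusted p = 0.759 with an estimated correlation), with pkp1 at 0.98 and krt1-19d at 1.41. Cell cycle and DNA replication was higher (adjusted p = 2.9e-04, and adjusted p = 0.784 with an estimated correlation), although only orc1 (0.73) and KIF20A (0.97) of 43 genes passed alone. For the interferon response 2 of 27 genes were higher and 1 lower (adjusted p = 0.0463, and adjusted p = 0.784 with an estimated correlation), with adar at 0.43 and irf1a at -2.48.

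Lists of mitochondrial metabolism were lower in old skin. In the nuclear encoded respiratory chain 39 of 70 genes were lower and 0 higher (adjusted p = 1.5e-21, and adjusted p = 0.456 with an estimated correlation), with a median of -0.57 and with the complex I genes ndufv1 at -0.92 and ndufs8a at -0.70. All 13 mitochondrially encoded genes had values below 0 and 11 passed (adjusted p = 2.4e-10, and adjusted p = 0.296 with an estimated correlation), among them mt-nd3 (-0.94) and mt-co3 (-0.83). Fatty acid oxidation had 20 of 30 lower and 1 higher (adjusted p = 6.4e-11, and adjusted p = 0.296 with an estimated correlation), with hadhaa at -1.54 and etfdh at -0.95. The citric acid cycle had 12 of 25 lower (adjusted p = 4.6e-08, and adjusted p = 0.296 with an estimated correlation), with mdh1a at -1.05 and sdhb at -0.90. Glycolysis had 11 of 28 lower and 2 higher (adjusted p = 1.1e-04, and adjusted p = 0.296 with an estimated correlation), with tpi1a at -1.63 and gapdh at -1.79. Oxidative stress response genes were lower in 8 of 32 and higher in 1 (adjusted p = 0.0118, and adjusted p = 0.677 with an estimated correlation), with prdx1 at -2.18 and sod1 at -0.69. Lower levels were also found for cholesterol synthesis (2 of 22, adjusted p = 6.1e-06, and adjusted p = 0.677 with an estimated correlation), with ggps1 at -0.47 and hsd17b7 at -0.99. The same held for endoplasmic reticulum stress (4 of 26, adjusted p = 0.00805, and adjusted p = 0.784 with an estimated correlation), with herpud1 at -0.78 and sdf2l1 at -0.90. Gonad and egg genes were lower in 6 of 12 (adjusted p = 0.00645, and adjusted p = 0.634 with an estimated correlation), led by the steroid synthesis genes star (-3.51, and -1.67 at the least without 1 library) and cyp17a1 (-2.43, and -1.16). Cytosolic ribosomal protein genes were lower by the list test (adjusted p = 0.0162, and adjusted p = 0.865 with an estimated correlation) with 0 of 71 passing alone and a median of -0.09.

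Skeletal muscle RNA moved with these groups. Muscle genes were lower in 4 of 40 in old skin (adjusted p = 2.0e-10, and adjusted p = 0.677 with an estimated correlation), with eno3 at -1.09 and casq1b at -1.38. The mean muscle score was 7.37 ± 0.51 (SD, n = 5) in young and 6.24 ± 1.15 (SD, n = 10) in old skin, on a log2 scale (exact permutation test, p = 0.0599). With the muscle score as a covariate, chosen after the data were seen, the median of the respiratory chain list was -0.32. In that fit macrophage markers (median 0.35 against 0.47 without the covariate, adjusted p = 0.154) and interferon response (0.26 against 0.23, adjusted p = 0.154) did not pass. Nor did keratinocyte genes (0.06 against 0.19, adjusted p = 0.101), ribosomal proteins (-0.05 against -0.09, adjusted p = 0.329), the muscle list (-0.17 against -0.88, adjusted p = 0.369), orc1 and KIF20A. Of 1044 list genes in skin, 245 passed over all genes tested and 277 when adjusted over these 1044 genes. At least as many lists as the real 18 came from 15 of 60 splits of the same libraries. Lists that lost their call without 1 library were gonad and egg and keratinocyte (6 months replicate 1, adjusted p = 0.103 for both), interferon response (highest without 6 months replicate 2, adjusted p = 0.273) and ribosomal proteins (highest without 6 months replicate 3, adjusted p = 0.628). So did the genes orc1, KIF20A, sdf2l1, ggps1, hsd17b7 and casq1b without 1 young library (adjusted p = 0.0782, 0.101, 0.0868, 0.13, 0.102 and 0.0571). Cell cycle, macrophage, neutrophil and ribosomal protein lists passed at 42 but not at 36 months (adjusted p at 36 months = 0.648, 0.602, 0.149 and 0.842). The p53, interferon, endoplasmic reticulum stress, oxidative stress and keratinocyte lists passed at 36 but not at 42 months (adjusted p at 42 months = 0.087, 0.831, 0.328, 0.328 and 0.299).

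**Figure D2:**
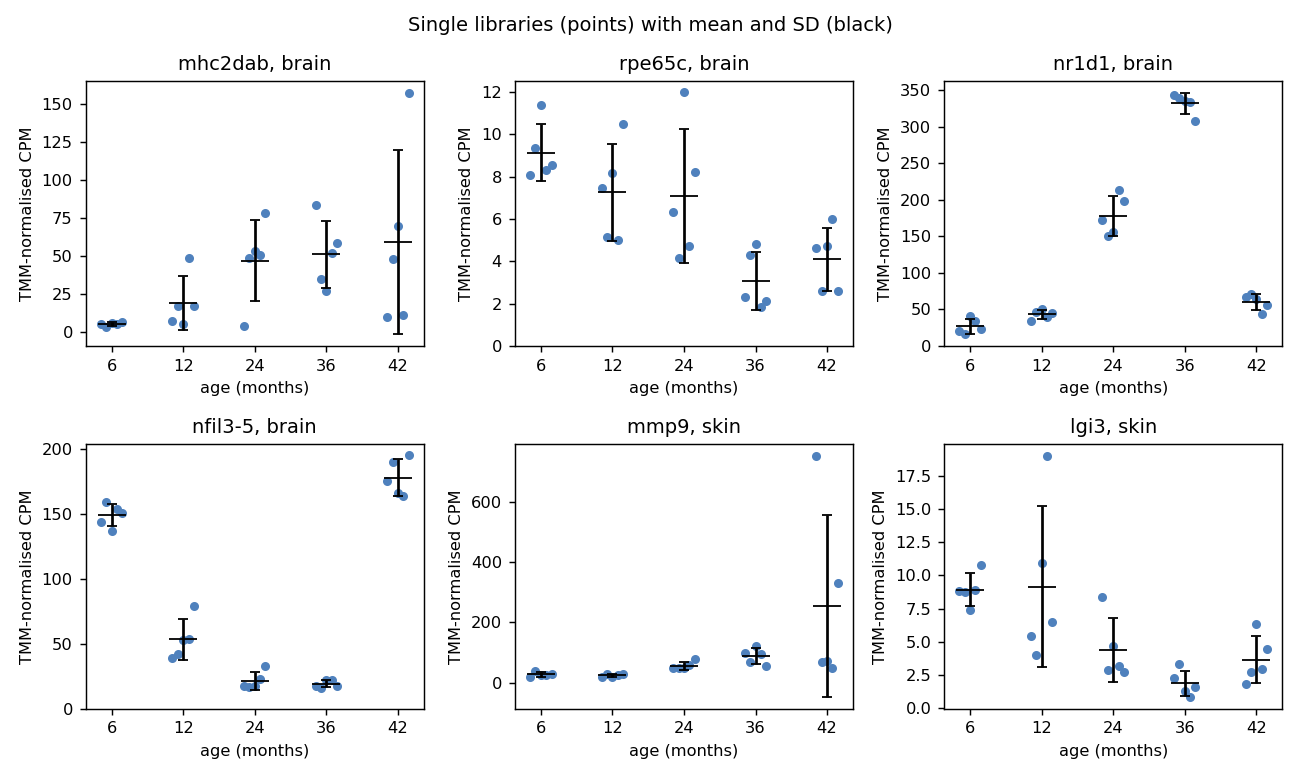
Level in TMM-normalised CPM (y axis) at each age in months (x axis) of 4 genes in brain and 2 in skin, with 1 point per library and the mean and SD in black. In brain mhc2dab stood at 5.27 CPM at 6 months and 55 CPM in old fish, and nr1d1 at 26.3 and 196 CPM.

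Liver libraries differed widely in RNA of intestine genes. In 9 of 23 libraries the summed level of intestine genes was 7272 to 18680 CPM, against 250 to 1327 CPM in the others. These 9 were 6 months replicates 1 and 2, 12 months replicates 1, 2 and 3, 24 months replicate 1, 36 months replicates 4 and 5, and 42 months replicate 3. Across liver libraries the intestinal fatty acid binding protein gene fabp2 went from 0.2 to 7101.8 CPM. Genes of the exocrine pancreas had all 26 values above 0 in old liver with a median of 5.65, and the list passed (adjusted p = 9.6e-11, and adjusted p = 0.881 with an estimated correlation), but 0 of the 26 passed over all genes tested, and 19 did when adjusted over this list alone.

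Of 21045 genes tested in liver, 40 differed between old and young, 8 higher and 32 lower in old fish. This count depended on the test and on single libraries. DESeq2 called 680 genes, 368 of them higher, limma voom called 5, and without 1 library the count went from 11 to 74. Only 11 met the rule for named genes. Higher among these were peli2, a ubiquitin ligase gene of innate immune signalling (1.55, SE 0.27, adjusted p = 0.0258), and the histone demethylase gene phf2 (1.03, SE 0.21, adjusted p = 0.0478). Lower in old liver were the splicing factor gene srsf2b (-1.12, adjusted p = 0.0255), hnrpl (-1.21, adjusted p = 0.0316) and gemin4 (-1.38, adjusted p = 0.0358). Lower too were ube2d2 (-0.71), the deubiquitinase gene usp19 (-1.04), rnf26 (-1.08), rrm2b (-0.98), aprt (-1.17) and sh3bp5la (-0.79). The 4 liver marker genes fabp10a, tfa, apoa1a and vtg1 did not pass. Each of the 11 genes lost its call in at least 1 fit without a single library. Without the 9 libraries rich in intestine RNA, a choice made after the data were seen, 51 genes passed, 4 of them higher. Of the 11 only srsf2b kept its call in that fit, and 0 of the 11 did with limma voom or with 6, 36 and 42 months alone in the fit. The 2 young libraries of that fit had 51 and 101 CPM of exocrine pancreas genes and the highest old one 228057 CPM, and the median of that list was 9.72. The median log2 fold change of all genes was then 0.21, a shift of 0.23.

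Of 39 lists in liver 13 passed, and 0 genes of these 13 lists passed over all genes tested. Lists with a higher level were complement (median 0.94, adjusted p = 2.2e-06, and adjusted p = 0.881 with an estimated correlation) and acute phase (median 0.76, adjusted p = 2.2e-06, and adjusted p = 0.881 with an estimated correlation). Higher too were inflammatory cytokine and NF-kB (median 0.89, adjusted p = 8.9e-05, and adjusted p = 0.881 with an estimated correlation), neutrophil markers (median 1.76, adjusted p = 4.0e-04, and adjusted p = 0.881 with an estimated correlation) and macrophage markers (median 0.48, adjusted p = 0.0172, and adjusted p = 0.917 with an estimated correlation). Lists with a lower level were the nuclear encoded respiratory chain (median -0.22, adjusted p = 2.6e-05, and adjusted p = 0.881 with an estimated correlation), the citric acid cycle (median -0.28, adjusted p = 0.00223, and adjusted p = 0.881 with an estimated correlation) and the mitochondrially encoded genes (median -0.37, adjusted p = 0.00457, and adjusted p = 0.881 with an estimated correlation). Lower too were interferon response (median -0.67, adjusted p = 8.3e-05, and adjusted p = 0.881 with an estimated correlation), endoplasmic reticulum stress (median -0.60, adjusted p = 0.0139, and adjusted p = 0.881 with an estimated correlation) and cholesterol synthesis (median -0.43, adjusted p = 0.0374, and adjusted p = 0.881 with an estimated correlation). Hepatocyte secreted proteins had a median of 0.31 and a higher level in the test (adjusted p = 9.6e-06, and adjusted p = 0.881 with an estimated correlation). This list does not measure hepatocytes alone, since 6 months replicate 2 had 54351 CPM of it and 16 CPM of 8 hepatocyte genes. Its higher level turned to lower without the 9 libraries rich in intestine RNA (median -0.30, adjusted p = 1.2e-04). In that fit acute phase (adjusted p = 0.351) and interferon response (adjusted p = 0.067) did not pass, and with the intestine score as a covariate cholesterol synthesis did not (adjusted p = 0.0792). The mitochondrially encoded genes were lower at 36 months (median -0.79, adjusted p = 9.7e-08) but not at 42 months (median 0.01, adjusted p = 0.785). Cholesterol synthesis (adjusted p = 0.192) and macrophage markers (adjusted p = 0.175) did not pass at 42 months either. Of 1063 list genes 1 passed over all genes tested and 0 when adjusted over these 1063 genes. Among 60 splits, 42 gave at least as many lists as the real one. Calls were lost without 6 months replicate 3 for macrophage markers (adjusted p = 0.404), endoplasmic reticulum stress (adjusted p = 0.982, higher) and cholesterol synthesis (adjusted p = 0.762). They were lost without 6 months replicate 4 for the mitochondrially encoded genes (adjusted p = 0.311), and without 6 months replicate 2 for hepatocyte secreted proteins (adjusted p = 0.765, lower).

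**Figure D3:**
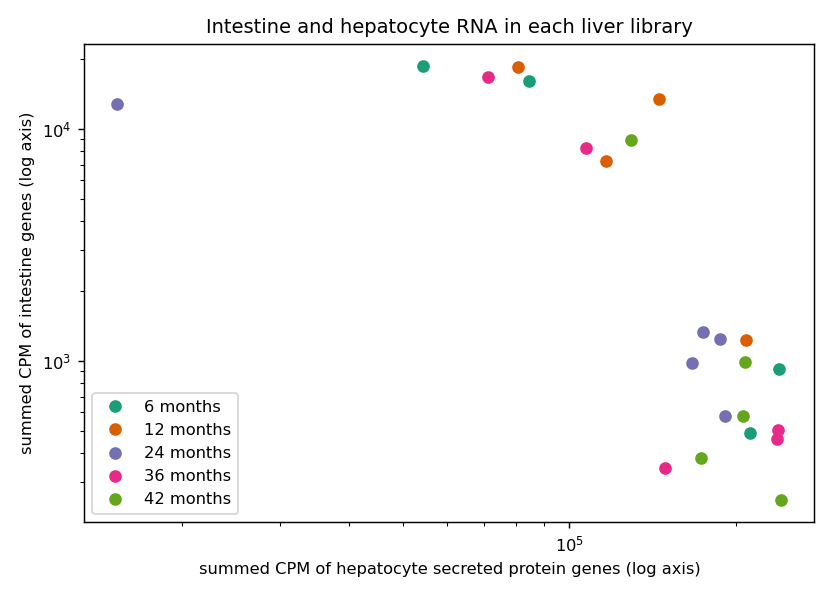
Summed level of intestine genes in CPM (y axis, log scale) against that of hepatocyte secreted protein genes in CPM (x axis, log scale) for each of the 23 liver libraries, coloured by age. The 9 libraries between 7272 and 18680 CPM of intestine genes lie apart from the others, which lie between 250 and 1327 CPM. The list of the x axis does not measure hepatocytes alone. In 6 months replicate 2 it stood at 54351 CPM, with 16 CPM of 8 hepatocyte genes.

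The comparison of 24 with 6 months asked what differs between fish with no listed transgene. For brain it also set pools of 2 fish at 6 months against single fish at 24 months. In brain the clock gene nr1d1 rose 6.76-fold, from 26.3 ± 9.91 to 177 ± 27.3 CPM (SD, n = 5 each). The gene per1a rose 4.12-fold and the clock repressor nfil3-5 fell from 149 ± 8.72 to 21.3 ± 7.02 CPM. The immediate early gene fos and the adhesion adaptor gene lims2 rose (2.38 and 2.92), and asmt, which makes melatonin in the pineal gland, fell by 3.95 (SE 0.68, adjusted p = 6.3e-04), as did cga (fell by 3.82, by 1.96 at the least without 1 library, and not called with limma voom) and rtn4rl2b (fell by 2.88). In skin the early response genes egr2a, fosb and jdp2 rose (4.74, 4.55 and 4.28), together with cyp26a1 (3.48), while ca15c, irg1l, plekhs1 and ponzr10 fell (-8.95, -8.30, -4.61 and -4.58). At the least, without 1 library, egr2a and jdp2 were at 3.98 and 3.63, and the last 4 at -7.30, -6.66, -3.42 and -3.80. In liver the transcription factor gene cebpa rose by 5.01 (SE 0.98, adjusted p = 0.0106), odc1 by 5.04, nr1d4a by 6.50 and the heart myosin gene myl7 by 6.72, while rsad2, cyp2k18, ddx43 and coch fell (-3.86, -3.51, -6.62 and -6.81). Of these myl7, rsad2 and coch lost their calls without 1 library of 6 months (adjusted p = 0.117, 0.097 and 0.569). Without the 9 libraries rich in intestine RNA myl7, odc1, cyp2k18, rsad2 and coch were not called, and with limma voom nr1d4a, coch and, in skin, egr2a were not. At the least, without 1 library, odc1 was at 3.49, nr1d4a at 4.90 and cyp2k18 at -2.91. The clock gene nr1d1 was also higher in skin (1.73, adjusted p = 0.00116), while in liver it did not pass (1.27, adjusted p = 0.134). Time of sampling was not tested for the clock genes of this comparison, and it cannot be told apart from age.

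In all, 3198 genes passed in brain (1572 higher), 748 in liver (353 higher) and 4524 in skin (2396 higher). Without 1 library these counts fell to as few as 2099, 277 and 3449. Of genes called in either comparison, 85.1% in brain, 85.8% in liver and 84.8% in skin had the same sign at 24 months as in old fish. Both comparisons use the 6-month libraries. Simulated counts with no change, with the 6-month libraries shared as well, gave 86.7%, 95.6% and 85.7%. Splitting the 6-month libraries between the comparisons gave 82.5%, 83.2% and 80.8%, for which no value with no change was simulated. The covariance of the fold changes was 0.594 in brain and 0.816 in skin, against 0.164 and 0.225 in the simulated counts, but 1.918 against 3.139 in liver. With the 6-month libraries split it was 0.322 in brain, 1.153 in liver and 0.529 in skin. Genes higher in both comparisons numbered 615 in brain and 700 in skin, where independent lists would share 141.0 and 187.1. These last values leave out the shared 6-month libraries, so the excess is no evidence of a shared effect. The nuclear encoded respiratory chain list of skin did not pass at 24 months (median -0.17, adjusted p = 0.117), and in brain it was higher (adjusted p = 0.00958, and adjusted p = 0.836 with an estimated correlation). The mitochondrially encoded genes of skin were lower (median -0.76, adjusted p = 3.0e-07, and adjusted p = 0.724 with an estimated correlation). Without the 9 libraries rich in intestine RNA 418 genes passed in liver, 74 of them higher, and the median of all genes was 0.31, a shift of 0.24.

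Across the other ages, 12 months differed from 6 months by 4217 genes in brain, 8 in liver and 2037 in skin, 36 months by 6605, 18 and 4035 genes, and 42 months by 1997, 22 and 1809 genes. Without 1 library these counts fell to as few as 2478, 1 and 1192 at 12 months, 5380, 2 and 2809 at 36 months and 1069, 2 and 942 at 42 months. A straight line over age was called for 1148 genes in brain, 26 in liver and 2827 in skin. The number of genes thus did not rise in order of age in brain or skin. Between 36 and 42 months, a comparison added after the data were seen, 5242 genes differed in brain, 38 in liver and 2249 in skin. Clock genes were among them. In brain npas2 was higher at 42 months by 3.13 (adjusted p = 1.3e-08), rorcb by 3.43 (adjusted p = 1.3e-09) and arntl1b by 2.12 (adjusted p = 5.9e-11). Lower at 42 months were nr1d1 (-2.47, adjusted p = 6.0e-09) and per1b (-1.52, adjusted p = 2.0e-07). These 5 genes were chosen after their values were seen. The same 2 directions held in skin for arntl1b (2.46, adjusted p = 1.5e-07) and nr1d1 (-1.35, adjusted p = 0.013).

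**Figure D4:**
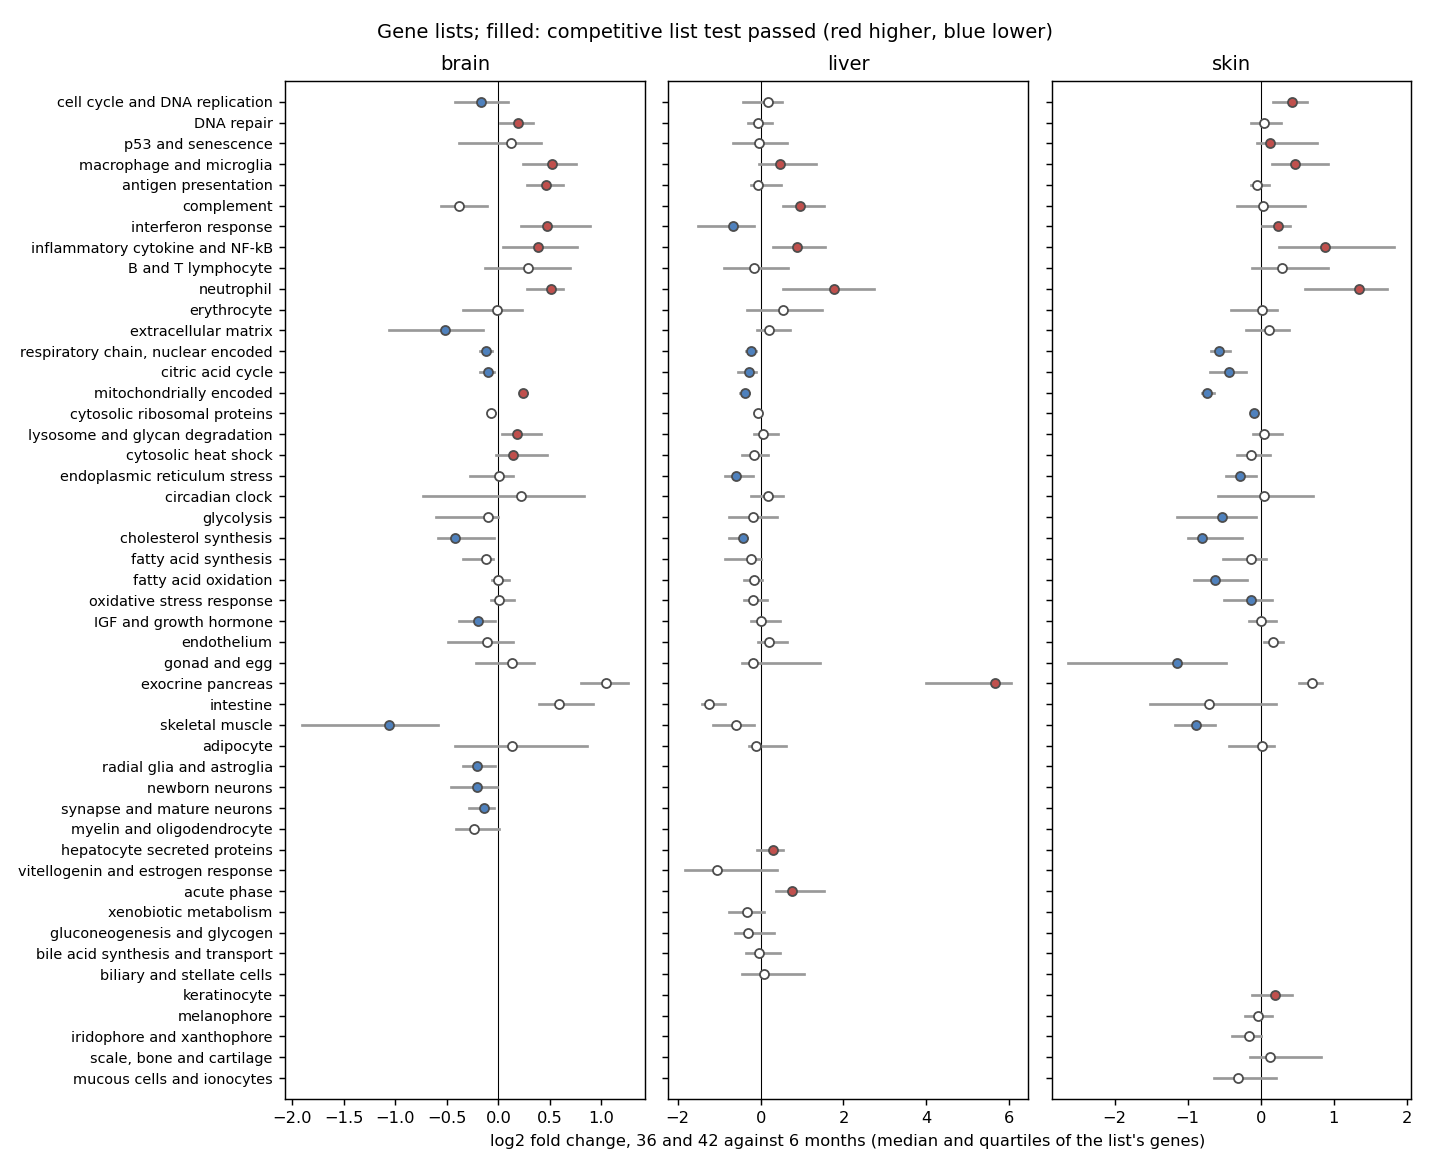
Median and quartiles of the log2 fold change of old against young (x axis) of the genes of each fixed list (y axis) in brain, liver and skin, with filled points for lists that passed the list test, red for higher and blue for lower. The nuclear encoded respiratory chain had medians of -0.12 in brain, -0.22 in liver and -0.57 in skin.

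The tissues were compared by testing whether the change from young to old differed between them. It differed for 1191 of 25360 genes between brain and liver, for 236 between brain and skin and for 743 between liver and skin. For gngt1 the change differed between brain and skin by -6.08 (adjusted p = 2.4e-04) and for cga by -3.67 (adjusted p = 8.2e-05), both of them lower in old brain, and for fosb by -3.26 (adjusted p = 0.00926), higher in old skin. The change of gemin4 and hnrpl in liver differed from brain (adjusted p = 8.7e-04 and 0.00119) and skin (adjusted p = 0.00128 and 8.9e-04). With limma voom the counts were 549, 299 and 262, and with limma voom and the fish as a block 751, 410 and 591. As many genes as the real grouping came from 3 of 25 splits for brain against liver and 4 of 25 for liver against skin, and without the 9 libraries rich in intestine RNA the counts were 4178, 714 and 3251.

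Genes called in the same direction in all 3 tissues numbered 14, of which 2 were higher, peli2 and pcdh1g2, and 12 lower, against 0.07 and 0.20 for independent lists. The lower ones include the splicing factor gene srsf2b (-0.41 in brain, -1.12 in liver and -0.67 in skin), the deubiquitinase gene usp19 (-0.21, -1.04 and -0.48), the zinc finger gene zbtb16a (-0.77, -4.50 and -1.47) and chad, a cartilage matrix gene (-0.87, -6.15 and -1.45). The deepest fall in skin was that of AL929239.1 (-2.92 in brain, -5.52 in liver and -4.35 in skin). Next in skin was si:dkey-242k1.4 (-2.95, -6.13 and -3.85), the only one of the 14 with an adjusted p under 0.01 in all 3 tissues. In brain CABZ01053617.1 fell the most (-5.41). Those beyond peli2, usp19 and srsf2b were chosen after their values were seen. The listed line is fixed within an age, so line was not tested as a source of the 14 shared changes. In brain and skin alone 362 genes were higher and 325 lower in both, where independent lists would share 158.18 and 145.88, and 143 went opposite ways against 304.89. The values for independent lists leave out that many fish gave more than 1 tissue, so they are not what no change would give.

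Process activity was then compared, here the summed RPKM of a list, ranked within a tissue and scaled between its lowest and highest library. In brain 12 of 36 lists had an adjusted p of at most 0.05 in an exact permutation test, led by p53 and senescence (0.29 ± 0.07 in young and 0.77 ± 0.17 in old, SD, n = 5 and 10, exact p = 0.000666, adjusted p = 0.012). Next was cholesterol synthesis (0.79 ± 0.11 and 0.28 ± 0.22, exact p = 0.000666, adjusted p = 0.012). The activity of lysosome and glycan degradation rose from 0.22 ± 0.18 to 0.75 ± 0.2 and that of the myelin list fell from 0.84 ± 0.14 to 0.29 ± 0.27. Lists of cell types of other tissues passed too, namely intestine (0.13 ± 0.15 and 0.56 ± 0.3) and gonad and egg (0.87 ± 0.12 and 0.41 ± 0.32). Each had an adjusted p of 0.0283 in the exact permutation test, and neither passed the list test (adjusted p = 0.234 and 0.974). A sum can follow its most abundant genes, and in the list test p53 and senescence (6 of 25 higher and 7 lower, adjusted p = 0.332) and myelin (2 of 19 higher and 4 lower, adjusted p = 0.143) did not pass. In skin 6 of 37 lists passed, among them inflammatory cytokine and NF-kB (0.1 ± 0.1 and 0.7 ± 0.24, exact p = 0.00133, adjusted p = 0.0164). Others were B and T lymphocyte markers (0.37 ± 0.16 and 0.81 ± 0.13, exact p = 0.000666, adjusted p = 0.0164) and glycolysis (0.81 ± 0.15 and 0.26 ± 0.22, exact p = 0.00133, adjusted p = 0.0164). The lymphocyte list did not pass the list test in skin (adjusted p = 0.199), and its mean activity at 24 months was 0.26. By this measure some lists of the list test showed no detectable change in brain, such as macrophage markers (0.44 ± 0.43 and 0.47 ± 0.32, exact p = 0.912) and antigen presentation (exact p = 0.127), and heat shock was lower by 0.18 in old brain (exact p = 0.264). In skin the respiratory chain (adjusted p = 0.0821), mitochondrially encoded genes (adjusted p = 0.0563), fatty acid oxidation (adjusted p = 0.0715), oxidative stress (adjusted p = 0.0717), skeletal muscle (adjusted p = 0.119) and cell cycle (adjusted p = 0.389) did not pass by this measure. Mean activity of the cell cycle list in skin was 0.35 in young and 0.54 in old fish, but 0.22 at 12 and 0.86 at 24 months. Without 1 library the lists passing fell to as few as 6 in brain and 3 in skin. The smallest p that the splits allow was 0.00067 in brain and skin and 0.002 in liver. In liver 0 of 39 lists passed the exact permutation test and 1 had an unadjusted p under 0.05, the exocrine pancreas (exact p = 0.032).

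The genes whose promoters drive the reporter transgenes were looked at in each tissue. The endothelial receptor gene kdrl did not differ detectably between old and young in brain (-0.11, SE 0.11), liver (0.01, SE 0.37) or skin (-0.32, SE 0.23). At 12 months, the age of the kdrl reporter line, its level in brain was 74.3 ± 8.17 CPM against 129 ± 12.3 CPM at 6 months (adjusted p = 4.9e-04). The myeloid factor gene spi1 rose in brain (0.81, SE 0.23, adjusted p = 0.0151) and skin (1.14, SE 0.34, adjusted p = 0.0264). Both calls were lost without 6 months replicate 5 (adjusted p = 0.0503 and 0.086). All fish of 36 months, part of the old group, carried the reporter of this promoter, Tg(pu.1:GFP), so that age and line cannot be told apart. The gene wt1a passed neither in liver (2.08, SE 0.84) nor in skin (1.11, adjusted p = 0.573). Among markers of the tissues krt4 was higher in old skin (0.55, SE 0.17, adjusted p = 0.0286, and 0.0924 without 6 months replicate 2), the myelin gene mbpa was lower in old brain (-0.84, SE 0.17, adjusted p = 0.00199) and snap25a stood at 0.02 (SE 0.07). In liver the summed level of 8 hepatocyte genes was 16 CPM in 6 months replicate 2 and 732 CPM in 24 months replicate 1, both below the highest brain or skin library with 5374 CPM.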

Values the study reported

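The study reported that, depending on species and tissue, 60–95% of reads mapped uniquely. It reported that 171 of 900 Gene Ontology processes were differentially regulated with age. This count is from its joint analysis of human, mouse, zebrafish and killifish tissues, not from zebrafish alone.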

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

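The tests of another tissue in place of liver, of age for the intestine RNA and of time of day were chosen only after the results were seen.

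In 9 of 23 liver libraries the intestine list reached 7272 to 18680 CPM. Of a separate list of 19 enterocyte genes 84.2% followed the intestine list across libraries with a Spearman correlation above 0.5, against 35.3% of all genes, which is consistent with intestine in the liver pieces. In 6 months replicate 2 and 24 months replicate 1 the hepatocyte genes were at most 0.136 times the highest brain or skin library, so that these 2 may hold another tissue in place of liver. The other 7 were all above every brain and skin library, the lowest by only 1.86 times, which leaves this open for the 7 as a set. In 12 months replicates 2 and 3, 36 months replicate 5 and 42 months replicate 3 these genes summed to 38627 to 51627 CPM. The highest brain or skin library had 5374 CPM. In these libraries fabp10a stood at 7086.0 to 11696.0 CPM, against at most 854.8 CPM in brain and skin. For these libraries the values argue against another tissue in place of liver. The mean intestine score did not differ detectably between old and young (exact permutation p = 0.388), and age stays open.

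The fall of respiratory chain genes in old skin had a median of -0.57 and was -0.58 with RLE factors. TMM and RLE both take most genes as unchanged, so an error common to both could not show, and library scaling stays open. By summed RPKM, which uses library totals, the list was lower by 0.35 in old skin (exact permutation p = 0.0313, adjusted p = 0.0821). With the muscle score as a covariate the median was -0.32 and the list passed (adjusted p = 1e-09), and it went from -0.43 to -0.27 in fits without 1 library, so that less skeletal muscle in the old pieces stays open as part of the cause. From 6 to 24 months, without a listed reporter, the median was -0.17 (adjusted p = 0.117), as a reporter line effect would give. The mitochondrially encoded genes, however, were lower there (median -0.76, adjusted p = 0.724 with an estimated correlation). For the fish of skin 6 months replicate 3 the labels of the line conflict. Age stays open and untested.

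In brain 5242 genes differed between 42 and 36 months, more than between old and young (4507). A steady change with age is argued against, since 37.9% of them had the same sign from 6 to 24 months. In brain and skin 74.8% of the genes called in both had the same sign, against 82.8% for old and young, so that line or cohort cannot be told apart from age, which are fixed together. All 20 clock genes called in both tissues had the same sign, with a median absolute change of 1.29 against 0.54, so that the time of sampling is a candidate source for these genes.

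In 70 tests, each of 1 measure in 1 group, 11 values lay far from the others of their group, where chance gives 3.5. Some libraries gave more than 1 of these values. Total counts stood apart in brain 36 months replicate 5 (40.7 M counts), brain 42 months replicate 5 (40.9 M counts) and liver 36 months replicate 5 (53.2 M counts). Liver 24 months replicate 1 had 12777 CPM of intestine, 125153 CPM of exocrine pancreas and 15256 CPM of hepatocyte secreted protein genes, and liver 42 months replicate 3 had 8944 CPM of intestine genes. Skeletal muscle genes stood at 61600 CPM in skin 12 months replicate 4, 66823 CPM in skin 36 months replicate 2, 2165 CPM in brain 6 months replicate 2 and 1605 CPM in brain 24 months replicate 5. Not among the 11 values, exocrine pancreas genes stood at 2973 CPM in skin 42 months replicate 1, against at most 171 CPM in other skin libraries. They stood at 2323 CPM in brain 36 months replicate 5 and 1991 CPM in brain 12 months replicate 4, against at most 181 CPM in other brain libraries.

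The change from young to old differed between tissues for 1191 genes (brain against liver), 236 (brain against skin) and 743 (liver against skin). The 2 libraries put in no group had 5992.8 and 8384.3 CPM of fabp10a and 76.7 and 43.0 CPM of krt5.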

How the results depend on the processing

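Alternatives were fixed before the data were examined, except leaving out the 9 liver libraries rich in intestine RNA, the covariates and the comparison of 42 with 36 months, which were chosen after seeing the data. Under other scaling, filters and tests the gene counts of each age comparison in brain and skin stayed within 1.5 times, except for a linear trend in brain and DESeq2 at 42 months in skin, while those of liver did not. The cause was not tested unless named. In liver the simulated recovery was low, and the counts there also moved with the test and the comparison.

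In brain a linear trend called 1148 genes. Lists numbered 0 with an estimated correlation in brain, liver and skin, 11, 8 and 11 at 24 against 6 months, and with fry 0 in liver and 7 in skin. In liver, RLE factors gave 5 genes at 12 months, no filter gave 19 (old), 4 (12 months), 481 (24), 9 (36) and 8 (42), and the study's filter gave 0 at 12 months. DESeq2 gave 680 (old, 368 of them higher, against 8 of 40), 126, 2361, 516 and 853 in liver at 12, 24, 36 and 42 months, 375 for 42 against 36 months, and 2846 in skin at 42 months. In liver voom gave 5 (old) and 3 (12 months), a fit of 3 ages 4 and a linear trend 26. Without the 9 libraries, liver gave 418 genes at 24 months, 3 for 42 against 36 months and 23 lists. The intestine covariate gave 73 (old), 1354 (24), 68 (36), 71 (42) and 90 (42 against 36). Activity by gene-wise ranks gave 3 lists in skin. Tissue differences were 549 (brain against liver) and 262 (liver against skin) with voom, 751 and 410 (brain against liver and skin) with voom and the replicate block of fish, and 4178, 714 and 3251 without the 9 libraries. Against voom alone the block moved liver against skin from 262 to 591, brain against liver from 549 to 751 and brain against skin from 299 to 410, and it was fitted for no other result, since a fish gave 1 library per tissue. Genes alike in all 3 tissues numbered 74 with DESeq2 and 1 at an adjusted p under 0.01.

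At 24 against 6 months the direction was reversed for the respiratory chain (0.00958), citric acid cycle (0.0925), radial glia (0.364) and synapse (0.996) in brain, respiratory chain (0.724) and cholesterol synthesis (0.784) in liver, and macrophage (0.21), interferon (0.078), endoplasmic reticulum stress (0.0164), cholesterol synthesis (0.521) and oxidative stress (0.79) in skin, given as adjusted p. Without 1 library liver endoplasmic reticulum stress (0.982) and hepatocyte secreted proteins (0.765) were reversed, the latter also without the 9 libraries (1.2e-04). In liver kdrl was -0.01 with RLE factors and with DESeq2, -0.30 without the 9 libraries, -0.10 with the covariate, -0.00 without 36 months replicate 2 and -0.26 at the lowest without 1 library, fabp10a and tfa were -0.18 and -0.13 without the 9 libraries, and in skin wt1a was -0.08 with the muscle covariate.

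Without 1 library each, genes old vs young ranged from 2967 to 4774 in brain, 11 to 74 in liver and 2013 to 3548 in skin, 12 vs 6 months from 2478 to 4930, 1 to 9 and 1192 to 2097, 24 vs 6 months from 2099 to 3560, 277 to 888 and 3449 to 4742, 36 vs 6 months from 5380 to 6857, 2 to 25 and 2809 to 4223, 42 vs 6 months from 1069 to 2098, 2 to 42 and 942 to 2098, and 42 vs 36 months from 4079 to 5522, 2 to 63 and 1246 to 2335. Lists ranged from 14 to 22, 10 to 20 and 16 to 19, and activity from 6 to 14, 0 to 0 and 3 to 10. In brain the libraries that moved genes old vs young by over 1.5 times were 6 months replicate 5, at 12 months also 12 months replicate 1, at 24 months 24 months replicate 2, and at 42 months 42 months replicates 3 and 5. In skin they were 6 months replicates 4 and 5 for genes old vs young, with 42 months replicate 1 at 42 months, 36 months replicate 1 and 42 months replicate 1 for 42 vs 36 months, and 6 months replicates 3, 4 and 5 and 12 months replicates 1, 3 and 4 at 12 months. In liver each of the 23 libraries moved at least 1 count. Without the 9 libraries the median of all genes in liver moved by 0.23 (old), 0.24 (24 months), 0.19 (36) and 0.23 (42), and with the intestine covariate by 0.15, 0.12, 0.11 and 0.16.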

Other observations

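Several fixed lists did not pass in the list test although members moved. In brain the circadian clock had 15 of 34 genes higher and 13 lower (adjusted p = 0.0514), p53 and senescence 6 of 25 higher and 7 lower (adjusted p = 0.332) and myelin and oligodendrocyte 2 of 19 higher and 4 lower (adjusted p = 0.143). In skin the clock had 10 of 34 higher and 5 lower (adjusted p = 0.348), B and T lymphocyte markers 6 of 24 higher and 1 lower (adjusted p = 0.199) and scale, bone and cartilage 6 of 25 higher and 2 lower (adjusted p = 0.324). Pigment cell lists of skin did not pass, melanophore with 1 of 19 lower (adjusted p = 0.839) and iridophore and xanthophore with 1 of 24 higher and 3 lower (adjusted p = 0.239). In liver xenobiotic metabolism (median -0.34, adjusted p = 0.0631) and vitellogenin and estrogen response (median -1.06, adjusted p = 0.167) did not pass.

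Other splits of the same samples were counted for each result. Chance is unlikely for genes old vs young in brain (4507, highest other 282) and skin (3392, 376), with 1 of 60 splits each. That 1 was the real split, and 60 splits allow no smaller share. The shares were not adjusted over the 28 results. Likewise chance is unlikely, with 1 of 60 splits, at 12, 24, 36 and 42 months in brain (4217, 3198, 6605 and 1997, highest other 294, 671, 773 and 12). The same holds for these ages in skin (2037, 4524, 4035 and 1809, highest other 249, 87, 882 and 139), and for 42 against 36 months in brain (5242, 598) and skin (2249, 539). In liver 1 of 60 splits was as large for old vs young (40, 35), 42 months (22, 2) and 42 against 36 months (38, 1). By the same count chance is unlikely there, but without 1 library these counts went from 11 to 74, 2 to 42 and 2 to 63, so that this is weak. At 24 months in liver 2 of 60 splits were as large (748, 5811). Chance cannot be excluded in liver at 12 months (3 of 35 splits, 8, 416) and 36 months (3 of 60, 18, 5460), and splits that call 5460 or 5811 genes point to a structure of the samples. It cannot be excluded for the number of lists in brain (14 of 60, 19, 24), liver (42 of 60, 13, 23) and skin (15 of 60, 18, 25). By this count it is unlikely for activity in brain (1 of 100, 12, 6) and skin (1 of 100, 6, 4). This is weak as well, since without 1 library the lists were as few as 6 in brain and 3 in skin. For activity in liver the real count was 0, which any split reaches (100 of 100, 0, 3), so that this tests nothing. Tissue differences gave 3 of 25 splits as large for brain against liver (1191, 1768) and 4 of 25 for liver against skin (743, 1670), where chance cannot be excluded, and 1 of 25 for brain against skin (236, 49). For genes alike in all 3 tissues it was 1 of 60 (14, 0), with each tissue regrouped on its own, which leaves out the shared fish.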
